# In vivo induction of activin A-producing alveolar macrophages supports the progression of lung cell carcinoma

**DOI:** 10.1038/s41467-022-35701-8

**Published:** 2023-01-17

**Authors:** Seiji Taniguchi, Takahiro Matsui, Kenji Kimura, Soichiro Funaki, Yu Miyamoto, Yutaka Uchida, Takao Sudo, Junichi Kikuta, Tetsuya Hara, Daisuke Motooka, Yu-Chen Liu, Daisuke Okuzaki, Eiichi Morii, Noriaki Emoto, Yasushi Shintani, Masaru Ishii

**Keywords:** Lung cancer, Cancer microenvironment, Alveolar macrophages, RNA sequencing

## Abstract

Alveolar macrophages (AMs) are crucial for maintaining normal lung function. They are abundant in lung cancer tissues, but their pathophysiological significance remains unknown. Here we show, using an orthotopic murine lung cancer model and human carcinoma samples, that AMs support cancer cell proliferation and thus contribute to unfavourable outcome. Inhibin beta A (INHBA) expression is upregulated in AMs under tumor-bearing conditions, leading to the secretion of activin A, a homodimer of INHBA. Accordingly, follistatin, an antagonist of activin A is able to inhibit lung cancer cell proliferation. Single-cell RNA sequence analysis identifies a characteristic subset of AMs specifically induced in the tumor environment that are abundant in INHBA, and distinct from INHBA-expressing AMs in normal lungs. Moreover, postnatal deletion of INHBA/activin A could limit tumor growth in experimental models. Collectively, our findings demonstrate the critical pathological role of activin A-producing AMs in tumorigenesis, and provides means to clearly distinguish them from their healthy counterparts.

## Abstract (web summary)

Alveolar macrophages represent a cell type that is physiologic to the lung immune landscape, however, it is not known whether they play an active role to maintain the tumour immune microenvironment. Here authors show by single cell RNA sequencing and functional experiments, that intra-tumour alveolar macrophages are phenotypically and transcriptionally different from the healthy ones, and likely play an aetio-pathologic role in tumorigenesis.

## Introduction

Cancerous tissues comprise a wide variety of cells in addition to tumor cells, such as immune cells, fibroblasts^1^, endothelial cells^2^, and neural cells^3^, which constitute unique microenvironments specific to the cancer cell type. In particular, different types of immune cells have been demonstrated to play critical roles in suppressing or promoting tumor progression in relation to their environment in vivo. Various chemokines secreted by cancer cells mobilize immune cells, such as cytotoxic CD8^+^ T lymphocytes, NK cells, and dendritic cells that attack tumors, into the cancer microenvironment^4^. In contrast, immunosuppressive cell types are also recruited by tumor-secreting cytokines/chemokines, which serve as ‘*internal enemies*’ to promote cancer proliferation, invasion, and metastasis. For example, myeloid-derived suppressor cells (MDSCs) and tumor-associated macrophages (TAMs) are mobilized to the cancer microenvironment via systemic circulation to promote tumor progression^5^. Among them, TAMs are the most abundant, and the majority differentiate from bone marrow-derived Ly6c^+^ inflammatory monocytes^6–8^. TAMs are thought to be influenced by cancer cells after mobilization to transform into phenotypes that benefit the tumor^9^. For instance, TAMs secrete angiogenic factors such as vascular endothelial growth factor to promote tumor angiogenesis and invasion. They also produce transforming growth factor-β (TGF-β) and epidermal growth factor to induce epithelial-mesenchymal transition (EMT) during tumor metastasis. Additionally, TAMs exhibit immunomodulatory properties: TAMs can produce IL-10, TGF-β, and prostaglandin E2; mobilize regulatory T cells (Tregs) via C-C motif chemokine 2 (CCL2); and express programmed death ligand 1/2 (PD-L1/L2) and CD80/86 (B7-1/2) on their cell surfaces to inhibit immune effector cell activation^10^. A comprehensive understanding of tumor-associated immune cells is a prerequisite for the ultimate control of cancer.

Recent studies have revealed that macrophages arise from two distinct lineages, along with the discovery of tissue-resident macrophages (TRMs), which have a different origin from those derived from bone marrow monocytes. In certain tissues, such as the brain, liver, and lungs, TRMs originating from hematopoietic progenitors in the yolk sac at the embryonic stage can maintain themselves in situ by self-renewal and exhibit several microenvironment-specific phenotypes and functions^11–13^. In the lungs, alveolar macrophages (AMs) are TRMs residing in alveolar spaces and constitute one of the two macrophage populations in the lungs, along with interstitial macrophages (IMs) that are mainly of bone marrow origin^14^. AMs have been shown to clean lung surfactants and protect against infection in the homeostatic state^15^. In terms of lung cancers, although the involvement of TAMs has been referred^16^, the possible roles of AMs, even though they are by far abundant major macrophage subsets in cancerous tissues, have seldom been examined. Recently, critical pathological functions of lung TRMs have been suggested based on single-cell RNA sequencing analyses of human non-small cell lung carcinoma (NSCLC) lesions; however, the detailed mechanism of AM-cancer interaction and its clinicopathological relevance remain unclear^17^.

Most of the studies aiming to elucidate cancer-induced host reactions have been done in systems involving ectopically inoculated cancer cells into easily accessible areas, *e.g*. subcutaneous tissues of flanks. In spite of its broad usability, the method does not enable us to examine the actual phenomenon with cancer cells in their unique microenvironments, including possible interactions with residential immune cells.

In this study, by employing an orthotopic lung cancer model, in which cancer cells are surgically implanted into the left lung, we identify residential AMs producing activin A in lung cancer loci as critical players in cancer progression. The data obtained in this more natural experimental model, together with the analytical results arising from studying human samples, suggest an important and targetable role of AMs in lung tumorigenesis.

## Results

### Lung AMs support proliferation of lung cancer cells

Based on extensive analyses of human clinical histopathological samples of normal and cancerous lung tissues, we observed that CD163-positive AMs accumulated in clusters in cancerous tissues, whereas they were rather sparse in normal alveolar areas (Fig. 1a, Supplementary Table 1). The population of macrophages was significantly increased in cancer tissues compared to those in normal tissues (Fig.1b). These results led us to hypothesize that AMs play a role in the lung cancer microenvironment. Next, we tested the effect of the AM cell line (AMJ2-C11, derived from the C57BL/6 mouse strain). The number of lung carcinoma cells (Lewis lung carcinoma; LLC, derived from the C57BL/6 mouse strain) significantly increased in culture with the AM cell supernatant (Fig.1c); this was associated with a reduced doubling time for the cancer cells (Supplementary Fig. S1a). These results suggested that AMs could influence the proliferation of lung cancer cells via the secreting of soluble factors.

**Fig. 1:**
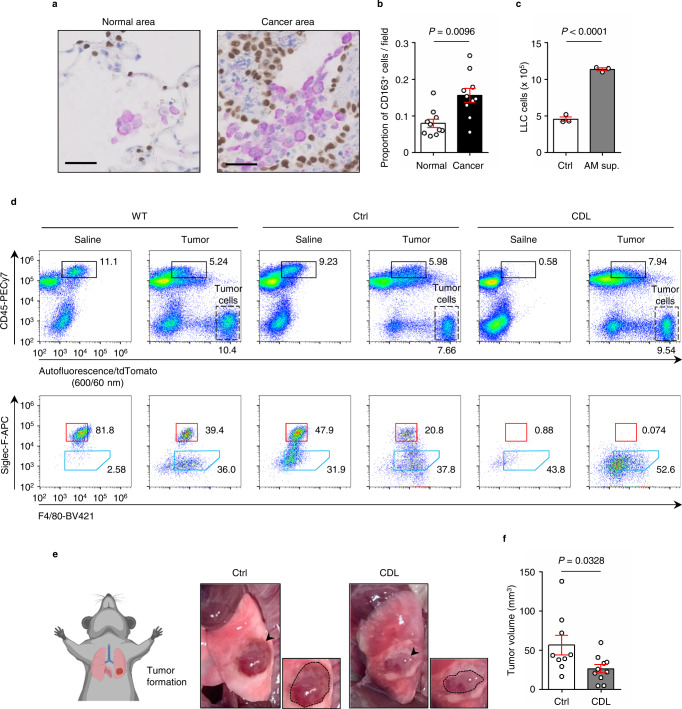
Lung alveolar macrophages (AMs) support proliferation of lung cancer cells. **a** Representative images of immunohistochemical staining of the normal lung area (*left*) and lung cancer area (*right*) from patients with lung cancer. Patient information is listed in Supplementary Table 1. Purple cells indicate CD163^+^ macrophages and brown nuclei indicate alveolar epithelial cells or carcinoma cells positive for thyroid transcription factor-1 (TTF-1). Scale bars; 50 μm. **b** Proportion of CD163^+^ macrophages in total cells within the visual field in normal lung and lung cancer areas, calculated from the mean value of four different visual fields (*n* = 10 patients). **c** Cell count assay. LLC cells were seeded, starved for 24 h, and cultured for 2 days with (or without) AM cell supernatant (*n* = 3 per group). **d** Flow cytometry plots of lung cells from wild-type (WT) C57BL/6 mice, control-liposome (Ctrl) mice, and clodronate liposome (CDL)-treated mice, with or without tumor-bearing conditions. LLC cells was fluorescently labeled with tdTomato (region with a dashed line in the top plots). Bottom plots indicate the analysis of CD45^+^ autofluorescence^+^ cells (black rectangular region in the top plots). The red rectangular region and blue pentagonal region indicate AMs and TAMs, respectively. **e** Tumor formation in the orthotopic lung cancer model. The left image shows a schematic diagram of tumor-bearing mice in supine position. Middle and right images show representative images of the left lung with tumor formation in Ctrl and CDL-treated mice. Arrowheads indicate tumors and small boxes show the enlarged image of the tumor (surrounded by a dashed line). **f** Tumor volume of Ctrl and CDL administration mice (*n* = 9 mice for Ctrl, *n* = 10 mice for CDL). Means ± s.e.m. for each group are shown. Symbols represent individual human patients (**b**), wells in a 6-well plate (**c**), and individual mice (**f**). Statistical significance was determined using paired (**b**) and unpaired (**c**, **f**) two-tailed *t*-tests.

To further analyze the functional roles of lung AMs in cancer proliferation in vivo, we examined an original murine orthotopic lung cancer model. LLC cells stably expressing tdTomato fluorescence were directly inoculated in the left lung (Supplementary Fig. S1b). Lung AMs have been reported to be CD45^hi^, autofluorescence^+^, CD11c^+^, CD11b^−^, Siglec-F^+^, and F4/80^+^^18^. We detected a characteristic CD45^+^ population with strong autofluorescence emission at 600/60 nm wavelength, specifically observed in the lung, but not in the bone marrow or blood (Supplementary Fig. S1c); we defined this population as lung AMs because of their F4/80^+^, Siglec-F^+^, CD11b^−^, and CD11c^+^ characteristics (Fig. 1d and Supplementary Fig. S1d)^19^. Furthermore, lung CD45^+^ autofluorescence^+^ population in LLC-tdTomato-inoculated conditions included not only Siglec-F^+^ F4/80^+^ AMs but also contained a Siglec-F^−^, F4/80^+^, CD11b^+^ population, which could be considered to be TAMs in the lung (Fig. 1d and Supplementary Fig. S1e)^20^. Next, we intratracheally administrated clodronate liposome (CDL), the reagent for macrophage specific depletion^21^, to the mice. CD45^+^ autofluorescence^+^ lung AMs were lost in CDL-treated mice under saline-inoculated conditions, but CD45^+^ autofluorescence^+^ TAMs were retained in tumor-bearing conditions, confirming the specific depletion of lung AMs in CDL-treated mice (Fig. 1d). When inoculating LLCs into the lung tissues of the mice, tumor volumes were significantly smaller in CDL-treated mice than in control-liposome mice (Fig. 1e, f). We found that CDL did not directly affect LLC cell proliferation in vitro compared with the control liposome (Supplementary Fig. S1f). Similar results were obtained from analysis using colony stimulating factor 2 (*Csf2*) knockout mice; Csf2 is critical for differentiation into AMs^22–24^(Supplementary Fig. S1g, h). We confirmed that Csf2 did not directly affect LLC cell proliferation (Supplementary Fig. S1i). We further confirmed that AM depletion via CDL led to metastasis inhibition to contralateral (right side) lung lobes (Supplementary Fig. S1j, k). These results show that AMs in the lung support lung cancer cell proliferation in vivo.

### Inhibin beta A (INHBA)/activin A upregulation in lung AMs enhances proliferation of lung cancer cells in vivo

Next, to examine the molecular mechanism underlying AM-dependent lung cancer progression, we performed comprehensive transcriptome analyses of lung AMs in the presence or absence of cancer cells in vivo using orthotopic lung cancer models. We collected three populations for RNA-sequencing analyses: AMs in control conditions (R1), AMs in LLC-bearing conditions (R2), and TAMs in LLC-bearing conditions (R3) (Fig. 2a). The results of the principal component analysis clearly distinguished the three groups (Fig. 2b). In particular, *Pparg*, which is an important transcription factor for AM, as well as *Mrc1*, *Marco*, *Siglecf*, and *Siglec1* were highly expressed in both R1 and R2, confirming that these are lung AMs^17^. In contrast, R3 highly expressed *Ccr2, Cx3cr1, Tgfb3*, and *Ly6c2*, which are markers for identifying TAMs^6,7,9,25^ (Fig. 2c left). By comparing these three fractions, we observed that *Inhba* is specifically upregulated only in R2 (AMs in tumor-bearing conditions), but not in R1 (AMs in control) or R3 (TAMs), suggesting the specific significance of inhibin beta A (INHBA) in the pathological function of AMs in the tumor environment. (Fig. 2c, right panel).

**Fig. 2:**
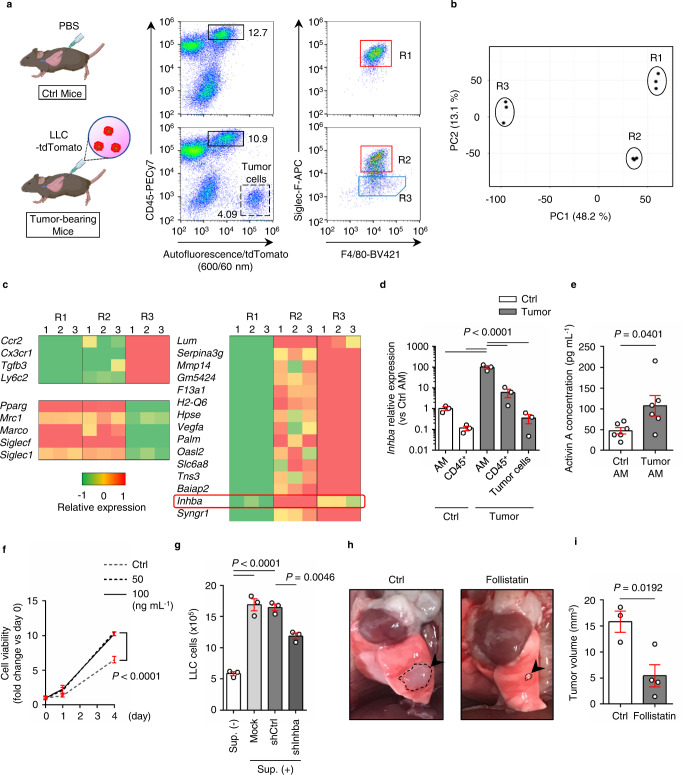
INHBA upregulation in lung alveolar macrophages (AMs) enhances proliferation of lung cancer cells in vivo. **a** Definitions of R1, R2, and R3 cells in the lungs of the control and tumor-bearing mice. Left images show schematic diagram of control (Ctrl) mice with PBS (*upper*) or tumor-bearing mice with LLC cells fluorescently labeled with tdTomato (*lower*). Dot plots on the right indicate the analysis result of CD45^+^ autofluorescence^+^ cells (black rectangular regions in the middle dot plots). The red rectangular region and blue pentagonal region indicate AMs and TAMs, respectively. The data are representative of three independent experiments with similar results. **b** Principal component analysis of R1, R2, and R3 cells by RNA-Seq (*n* = 3 mice for R1, R2, and R3 populations). **c** Heatmaps of tumor-associated macrophage marker genes and AM marker genes (*left*), and the top 15 upregulated genes from R1 to R2 cells (*right*). **d** RT-PCR analysis of *Inhba* expression in AMs and CD45^+^ (autofluorescence^−^) cells isolated from control mice, and AMs, CD45^+^ (autofluorescence^−^) cells, and tumor cells isolated from tumor-bearing mice (*n* = 3 mice per group). **e** Measurement of activin A concentration in AMs sorted from control or tumor-bearing mice using ELISA (*n* = 6 per group). **f** WST-1 cell proliferation assay of LLC cells after administration of each dose of recombinant activin A. Viability of LLC cells in each well with or without recombinant activin A was measured on days 0, 1, and 4. Each value indicates the mean ± s.e.m. of the three wells (*n* = 4 per group for day 0 and day 1, *n* = 3 per group for day 4). **g** Comparison of LLC cell number after 2-day culture with or without conditioned media (Sup.) from shRNA-expressing AM cells (AMJ2-C11) (*n* = 3 per group). **h** Representative images of the left lung of tumor-bearing mice treated with PBS (*left*; control) and follistatin (*right*). Arrowheads indicate the tumor (surrounded by a dashed line). **i** Tumor volume of tumor-bearing mice treated with PBS (control) or follistatin (*n* = 3 mice for control, *n* = 4 mice for follistatin). Means ± s.e.m. for each group are shown. Symbols represent individual mice (**d**, **e**, **i**) or wells (**g**). Statistical significance was determined using one-way ANOVA with Bonferroni’s post hoc test (**d**, **g**) or unpaired two-tailed *t-test* (**e**, **i**).

The INHBA subunit is a member of the TGF-β superfamily that forms homo- or heterodimers with other subunit members (INHBB and INHA) to generate activin and inhibin protein complexes. Quantitative PCR (qPCR) analysis indicated that *Inhba* was significantly and specifically expressed in AMs under tumor-bearing conditions and was absent in control AMs, as well as in other CD45^+^ hematopoietic cell types in the lung (Fig. 2d). Moreover, the orthotopic model established using another lung cancer cell line, KLN205 (derived from the DBA/2 mouse strain), can similarly induce *the Inhba* gene in AMs (Supplementary Fig. S2a). In contrast, the expression levels of other subunit-coding genes, *Inhbb* and *Inha*, did not show any significant changes in AMs under tumor-bearing conditions (Supplementary Fig. S2b). We also confirmed that activin A, the homodimer of the INHBA subunit, is preferentially produced in tumor-bearing AMs (Fig. 2e). To elucidate the functional roles of activin A in lung cancer cells, we treated lung cancer cells with recombinant murine activin A, which resulted in a significant proliferation of LLC cells (Fig. 2f). Furthermore, the cancer proliferation effect using AM cell supernatant in vitro was attenuated by *Inhba* knockdown in AM cells (Fig. 2g, Supplementary Fig. S2c, d). In addition, treatment with follistatin, an antagonist of activin A, significantly reduced the tumor volume in an orthotopic mouse model in vivo (Fig. 2h, i). These results show that activin A secreted by tumor-bearing AMs supports the proliferation of lung cancer cells in vivo.

### Single-cell RNA-seq identified a subtype of tumor-supporting AMs with high expression of INHBA

To further characterize tumor-supporting AM populations, we sorted AMs in the orthotopic tumor-bearing model and its control condition and conducted single-cell RNA-sequencing (scRNA-seq) analysis for these populations. 

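Droplet libraries were made with the 10x Genomics 3′ chemistry from AMs sorted from vehicle-control mice and from AMs sorted from mice with orthotopic LLC tumors, 1 library per condition. The labels give an age of 10 weeks for both libraries, and the paper gives 8 to 14 weeks for its mice. The authors counted unique molecular identifiers (UMIs) per gene and cell barcode with Cell Ranger 5.0.0, and the deposited counts are not normalized. The paper's text names a genome build for the bulk RNA-Seq only. The control library held 8485 barcodes with 67847088 UMIs, with a median of 8339 UMIs and 2804 genes per barcode. The tumor library held 9175 barcodes with 70738320 UMIs, with a median of 7378 UMIs and 2615 genes per barcode. Barcodes with at least 500 detected genes, at most 10% mitochondrial UMIs and at most 1% hemoglobin UMIs were kept, and doublets were then removed by Scrublet score. The level of a gene is given as its UMIs per 10⁶ UMIs of the same cells (CPM), summed over cells, with an exact 95% Poisson interval in parentheses. Ratios between libraries or clusters carry exact conditional binomial intervals, and shares carry exact binomial intervals. All of these cover counting error only, and not variation from cell to cell or from animal to animal. Cells are not replicates, so with 1 library per condition no test was run, and library batch and condition cannot be told apart. Over the 12847 genes with at least 10 UMIs in each library, the median log2 ratio of tumor over control CPM was −0.07.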

A total of 13,413 AM cell transcriptomes were analyzed and hierarchically clustered into 14 subgroups using uniform manifold approximation and projection (UMAP) analysis (Fig. 3a, Supplementary Fig. S3a). 

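The quality filter left 6185 control and 7666 tumor barcodes. After removal of doublets, 5911 control cells with 61011968 UMIs and 7256 tumor cells with 63626916 UMIs remained, with medians of 10251 and 8126 UMIs per cell. The paper's numbers are 6045 control and 7368 tumor cells. The 13167 cells kept here were clustered together by the Leiden method at a resolution of 1, on 2000 variable genes, after a mutual nearest neighbour correction between libraries. This gave 11 clusters of at least 50 cells, lettered A to K by size, against the paper's 14. Resolutions of 0.5 and 1.5 gave 6 and 15 such clusters. The 9 genes compared between clusters (*Inhba*, *Marco*, *Ly6e*, *S100a6*, *Cd63*, *Cd9*, *Ear1*, *S100a1* and *Junb*) were kept out of the variable genes, so that their levels did not define the clusters. Stress genes such as *Hspa1a*, *Jun* and *Egr1* led cluster D, MHC class II genes led cluster F, cell cycle genes led cluster H, and *Cxcl9*, *Isg15* and *Irf7* were among the leading genes of cluster I. Clusters G and J, with medians of 2349 and 1231 UMIs per cell, had none of the listed cell type markers among their leading genes and were left unnamed.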

We focused on three subclusters: clusters 1, 4, and 8 (Fig. 3b) because all of these were preferentially present in tumor-bearing AMs but not in control AMs (Fig. 3b, c). 

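A cluster was called tumor-enriched when at least 90% of its cells came from the tumor library after both libraries were given equal weight. Clusters B and I met this, with weighted tumor shares of 96.2% (95.3 to 96.9) and 92.2% (lower limit 88.6). Together they held 44.8% (43.7 to 46.0) of the tumor library cells and 2.00% (1.66 to 2.39) of the control library cells. When the 550 genes that differed at least 2-fold between the libraries were left out of the variable genes, which moved the tumor library share most, 1 cluster of 2816 cells was tumor-enriched. It held 37.5% (36.4 to 38.7) of the tumor library cells and 1.56% (1.26 to 1.91) of the control library cells. At a resolution of 1.5, 3 clusters were tumor-enriched and held 46.0% (44.9 to 47.2) of the tumor library cells. With 1 library per condition, a cluster mostly of 1 library may be that library and not a cell type.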

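In the tumor library, *Marco* (ENSMUSG00000026390) was at 24.8 CPM in the tumor-enriched clusters B and I together and at 383 CPM in the other clusters, a log2 ratio of −3.95 (−4.05 to −3.84). *S100a6* (ENSMUSG00000001025) was at 985 and 207 CPM, a log2 ratio of 2.25 (2.21 to 2.29). The 28 tumor library cells of cluster K, which is of other cell types, carried *S100a6* at 10855 CPM and held 3780 of its UMIs, more than all the other clusters that are not tumor-enriched. With K left out, a setting added after the data were seen, the ratio of *S100a6* was 3.41 (3.36 to 3.47). *Ly6e* (ENSMUSG00000022587) was at 642 and 365 CPM, with a log2 ratio of 0.82 (0.78 to 0.85), and *Cd63* (ENSMUSG00000025351) was at 1018 and 620 CPM, with a log2 ratio of 0.72 (0.69 to 0.74). Over the alternative settings, *Marco* ranged from −5.38, when genes differing between the libraries were left out of the clustering, to −3.73 without library correction, and *S100a6* reached 3.68 under the mixture-based quality filter. *Ly6e* and *Cd63* were weakened most with no doublets removed, to 0.33 and 0.49, and rose at most to 0.92 and 0.84 without library correction. With no doublets removed, only 1 cluster, of 3040 cells, was tumor-enriched. The clusters compared thus changed as well, and the move cannot be put down to the doublets. Within the enriched clusters, *Marco* was at 9.60 CPM (8.46 to 10.9) in B and at 117 CPM (107 to 127) in I, and *S100a6* at 1073 (1060 to 1085) and 455 (435 to 475). *Ly6e* was at 575 CPM (566 to 584) in B and 1048 (1018 to 1078) in I, and *Cd63* at 982 (970 to 994) and 1239 (1206 to 1272). At a resolution of 1.5, cluster B divided almost entirely into a cluster of 1953 tumor library cells and another of 997. Their *Marco* levels were 10.4 (8.86 to 12.2) and 11.6 CPM (9.73 to 13.6), and their *S100a6* levels were 914 (898 to 929) and 1270 CPM (1250 to 1290). *Ly6e* was at 410 CPM (400 to 421) in the larger cluster and 779 (764 to 795) in the smaller, and *Cd63* at 634 (621 to 647) and 1434 (1413 to 1455).

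**Figure D1:**
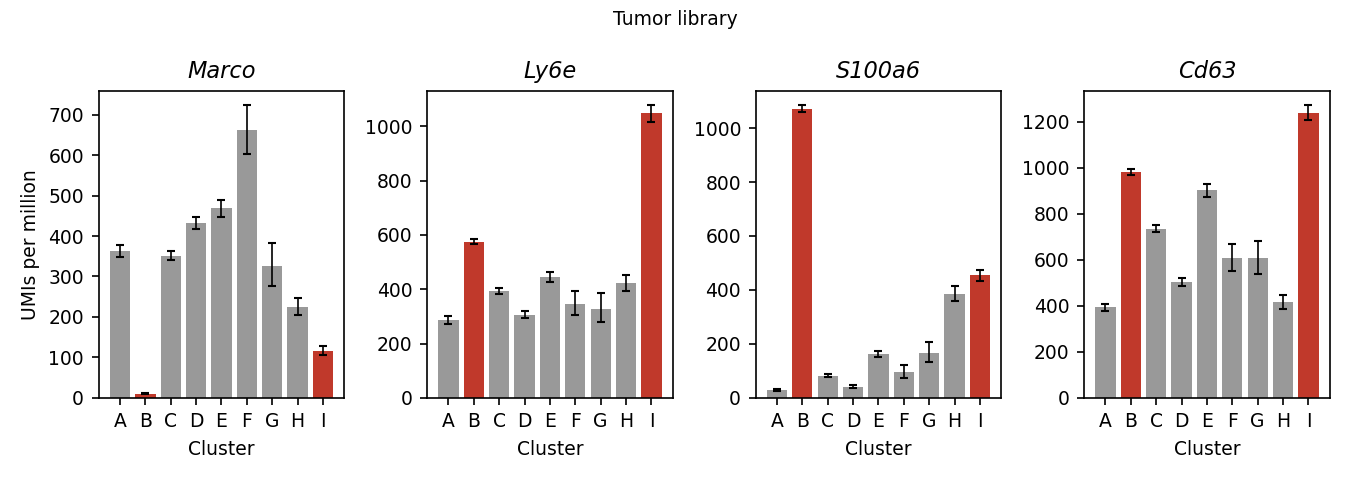
CPM of *Marco*, *Ly6e*, *S100a6* and *Cd63* in clusters A to I of the tumor library, 1 panel per gene, with exact 95% Poisson intervals as error bars. Red bars are the tumor-enriched clusters B and I, and grey bars are the others. *Marco* is lowest in B at 9.60 CPM, *S100a6* is highest in B at 1073 CPM, and *Ly6e* and *Cd63* are highest in I at 1048 and 1239 CPM.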

Cluster 1 was characterized by the expression of *Marco*^low^, *Ly6e*^int^, *S100a6*^high^, and *Cd63*^low^, whereas cluster 4 was characterized by the expression of *Marco*^low^, *Ly6e*^high^, *S100a6*^high^, and *Cd63*^high^, and cluster 8 was characterized by the expression of *Marco*^int^, *Ly6e*^high^, *S100a6*^low^, and *Cd63*^high^, respectively (Supplementary Fig. S3b–i). We further performed RNA-velocity analysis^26^ to estimate the differentiation dynamics of the respective sub-clusters (Fig. 3d). 

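*Marco*, *Cd9* (ENSMUSG00000030342) and *Ear1* (ENSMUSG00000072601) had the highest mean rank in cluster E. Over both libraries, cluster E had 616 CPM (600 to 632) of *Marco*, 5071 CPM (5026 to 5116) of *Cd9* and 846 CPM (828 to 865) of *Ear1*. *Ear1* was highest in E in each library, at 838 CPM (814 to 863) in control and 856 (828 to 884) in tumor. *Cd9* was highest in E in the tumor library, while in the control library E had 5170 CPM (5109 to 5231) and the low-depth cluster G 5376 (5250 to 5505). *Marco* was at 737 CPM (714 to 760) in E of the control library, below G at 896 (845 to 950) and J at 806 (630 to 1015), and at 468 CPM (448 to 489) in E of the tumor library, below F at 661 (603 to 724) and J at 487 (279 to 792). Cluster E held 495 control and 470 tumor library cells, a weighted tumor share of 43.6% (40.5 to 46.8). The cluster chosen by the same rule without the genes that differed between the libraries, a setting added after the data were seen, had a weighted tumor share of 56.9% (54.8 to 59.0), so that which library held more of the cluster depended on the setting.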

The analysis indicated that cluster 8 was derived from cluster 6 (*Marco*^high^, *Cd9*^high^, and *Ear1*^high^), which was composed of AMs from both control and tumor-bearing conditions (Fig. 3b–d). Furthermore, the analysis indicated that cluster 8 could be differentiated into cluster 1 via cluster 4 (Fig. 3d). Moreover, we checked the expression of *Inhba* in these clusters and found that among AMs from tumor-bearing mice, *Inhba*-high AMs were present in clusters 1, 4, and 8 under tumor-bearing conditions (Fig. 3e), whereas they were present only in cluster 7 under the control condition (*Marco*^int^, *S100a1*^hi^, *Ly6e*^low^) (Fig. 3f) to be derived from cluster 6, as indicated by RNA-velocity analysis (Fig. 3d). 

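*Inhba* (ENSMUSG00000041324) lies on chromosome 13 of GRCm38 from 16011851 to 16031621 in the GENCODE vM21 annotation. Its transcript Inhba-201 has 5 exons, of which the last, nearest the poly(A) tail that the 3′ chemistry primes from, starts at 16026243. An antisense gene, Gm48444, overlaps it and had 0 UMIs in both libraries. The control library had 2864 *Inhba* UMIs, or 46.9 CPM (45.2 to 48.7), and the tumor library had 9518, or 150 CPM (147 to 153). The log2 ratio of tumor over control was 1.67 (1.61 to 1.73), a 3.19-fold difference, and it moved most, to 1.96, when each cell's own CPM was averaged. With every cell thinned to 3700 UMIs, 339 of 5330 control cells (6.36%, 5.72 to 7.05) and 1284 of 6565 tumor cells (19.6%, 18.6 to 20.5) had an *Inhba* UMI. The difference was 13.2 percentage points (12.0 to 14.4), and 581 control and 691 tumor cells with fewer UMIs were left out. Unthinned, the shares were 10.4% and 27.7%. The difference moved most, to 7.85 percentage points, when at least 2 *Inhba* UMIs were required. In cluster K, whose fibroblast and other non-AM cells served as background, 0 of 12 control and 0 of 19 tumor cells had one after thinning, which allows shares of up to 25.0% and 15.8%. Unthinned, 0 of 23 and 1 of 28 did, at medians of 3901 and 6466 UMIs per cell. This background is weak for the control library, since 12 of the 23 control cells of K carried AM genes at 1000 CPM or more.
In the tumor library, 44.9% (43.9 to 45.9) of the *Inhba* UMIs were in cluster B, 6.20% (5.72 to 6.70) in cluster I and 31.1% (30.2 to 32.1) in cluster C, which is not tumor-enriched. In the control library, 73.0% (71.3 to 74.6) were in cluster C, chosen as the cluster with the highest control *Inhba* CPM among those with at least 50 control cells. That share depended on the clustering and fell to 2.51% at a resolution of 0.5, where the rule chose another cluster. The share of the tumor library UMIs in B and I together, 51.1% (50.1 to 52.1), moved most with no doublets removed, to 41.9%. *Inhba* was at 161 CPM (156 to 166) in cluster B, 134 (124 to 145) in cluster I and 261 (251 to 270) in cluster C of the tumor library. In cluster C of the control library it was at 140 CPM (134 to 146). Tumor library cells of B and I together had 157 CPM and those of the other clusters 142, a log2 ratio of 0.14 (0.08 to 0.20). Of 627 tumor library cells with at least 5 *Inhba* UMIs, a limit chosen after the data were seen, 340 were in B and I and 193 in C. Of 155 such control cells, 110 were in C. The highest level, 820 CPM (740 to 907), was in the 219 low-depth tumor library cells of cluster G, where 5 cells carried 58.3% of the *Inhba* UMIs.

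**Figure D2:**
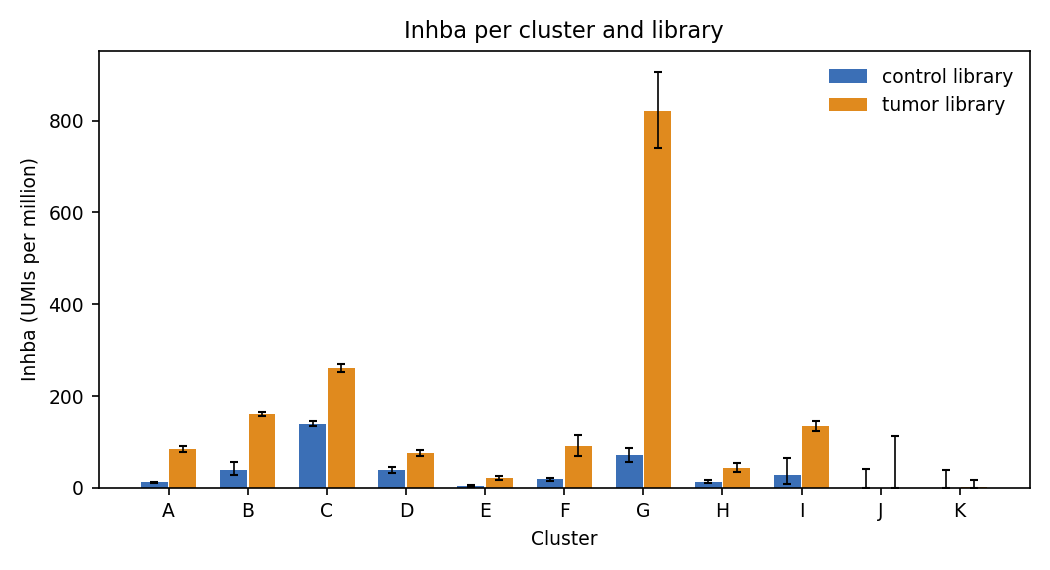
*Inhba* CPM in clusters A to K of the control (blue) and tumor (orange) libraries, with exact 95% Poisson intervals as error bars. The tumor library bar is the taller in clusters A to I, at 261 against 140 CPM in cluster C, and is tallest in cluster G at 820 CPM.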

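*Junb* (ENSMUSG00000052837) was at 829 CPM (822 to 836) in the control library and 1612 CPM (1602 to 1622) in the tumor library, a log2 ratio of 0.96 (0.94 to 0.97). Within the tumor library, its level was 1833 CPM in clusters B and I together and 1402 CPM in the other clusters, a log2 ratio of 0.39 (0.37 to 0.40). By cluster, *Junb* was at 1925 CPM (1908 to 1942) in B and at 1280 CPM (1247 to 1314) in I. Cluster D, led by stress genes and not tumor-enriched, had 1928 CPM (1897 to 1960), cluster A 1467 (1436 to 1497) and cluster E 620 (597 to 644). Among 16 immediate early and dissociation response genes, the ratio of B and I over the other clusters ranked *Junb* in place 2, after *Ier3* at 1.40 (1.36 to 1.44). Of the 16 genes, 6 had a positive log2 ratio and 10 a negative one.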

Among the genes with significantly higher expression in clusters 1, 4, and 8 (Supplementary Table 2), *Junb* was extracted as the transcription factor with the highest z score (Supplementary Fig. S3j, k). We further examined the effect of tumor-derived factors on AM phenotype in vitro. As measured by flow cytometry, most primary AMs showed high protein expression levels of MARCO in vivo (Fig. 3g, left). However, after 1-day monoculture in vitro these cells became MARCO^low^ (Fig. 3g, middle). After one-day coculture with damage-associated molecular pattern molecules (DAMPs) derived from LLC cells, MARCO^high^ and MARCO^low^ cells were both present (Fig. 3g, right). The coculture with DAMPs induced high expression of *Inhba*, and especially the MARCO^low^ cells showed significant upregulation compared with the MARCO^high^ cells (Fig. 3h). These results showed that under tumor-bearing conditions, some AMs constitute *Inhba*-expressing subclusters through specific differentiation dynamics, which is apparently distinct from *Inhba*-expressing clusters under control conditions.

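At the cluster shares of the control library, the tumor library's *Inhba* levels within clusters came to 136 CPM. At the cluster shares of the tumor library, the control library's levels came to 50.5 CPM. With clusters B and I left out, the log2 ratio of *Inhba* in tumor over control was 1.60 (1.53 to 1.66). Within clusters it was 2.85 (2.63 to 3.08) in A, 2.01 (1.54 to 2.53) in B, 0.90 (0.82 to 0.98) in C and 0.98 (0.72 to 1.24) in D. The other clusters with more than 3 *Inhba* UMIs in each library, which were E to I, had ratios from 1.75 (1.26 to 2.25) in H to 3.54 (3.21 to 3.89) in G. In cluster J neither library had an *Inhba* UMI, and in cluster K there was 1, in the tumor library. From the clusters that held *Inhba*-high AMs under each condition (Fig. 3e, f) and the order that RNA velocity gave to those clusters (Fig. 3d), together with the culture experiments, the paper concludes that some AMs of tumor-bearing mice form *Inhba*-expressing subclusters by differentiation dynamics that apparently differ from those behind the *Inhba*-expressing clusters of control mice.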

**Fig. 3:**
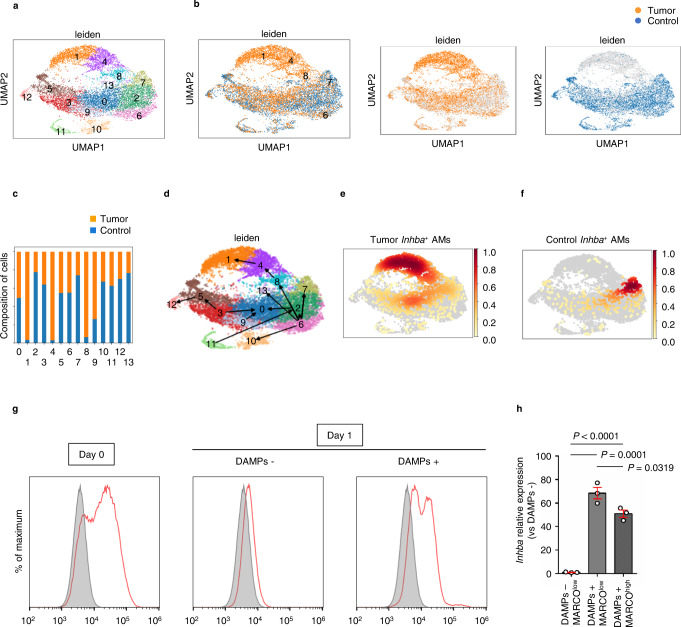
Single-cell RNA-seq identifies a subtype of tumor-supporting alveolar macrophages (AMs) with high expression of INHBA. **a**–**c** UMAP plot of single-cell RNA-seq data of AMs from control and tumor-bearing mice. **a** A total of 13,413 AM cell transcriptomes were analyzed and hierarchically clustered into 14 subgroups using uniform manifold approximation and projection (UMAP) analysis. **b**, **c** Ratio of AMs isolated from control mice (blue) to those isolated from tumor-bearing mice (orange). **d** Schematic image of RNA-velocity analysis results with scVelo. **e**, **f** Distribution of *Inhba* gene expression levels in AMs isolated from tumor-bearing mice (**e**) and those isolated from control mice (**f**), shown using binarization by fitting the expression distribution with Gaussian mixture distribution. **g**, **h** In vitro culture of mouse primary AMs from bronchoalveolar lavage fluid with or without damage-associated molecular pattern molecules (DAMPs) from LLC cells. **g** Flow cytometry histogram of AMs with MARCO. Shaded regions indicate staining with only the second antibody (i.e., without the anti-MARCO antibody). **h** RT-PCR analysis of *Inhba* expression in AMs after in vitro culture for 1 day with or without DAMPs (*n* = 3 per group). Means ± s.e.m. for each group are shown. Symbols represent individual wells (**h**). Statistical significance was determined using one-way ANOVA with Bonferroni’s post hoc test (**h**).

### INHBA/activin A expression in AMs is induced via MyD88-JNK dependent pathway

Next, we investigated the molecular mechanism underlying *Inhba* expression in AMs under tumor-bearing conditions. A previous report has indicated that lipopolysaccharide-treated mice show increased activin A through Toll-like receptor 4 (TLR4)-MyD88 signaling^27^. Moreover, it has also been reported that c-Jun N-terminal kinase (JNK) activation is associated with activin A secretion in some cell types^28,29^. Therefore, we established an orthotopic lung cancer model using MyD88 knockout mice and confirmed that the gene expression level of *Inhba* in AMs was significantly decreased in the knockout mice (Fig. 4a, b). Moreover, we found that LLC supernatant-induced upregulated expression of *Inhba* in the AM cell line was canceled by the JNK inhibitor SP600125, suggesting that *Inhba* expression was induced via JNK signaling (Fig. 4c). It has been previously reported that TLR4 is a receptor located upstream of MyD88^30^, and TGF-β-activated kinase 1 (TAK1) functions as an upstream signaling mediator for JNK^31^. Consistent with these reports, we further confirmed that JNK activation in AMs following LLC supernatant administration was inhibited by inhibitors of TLR4, MyD88, and TAK1 (located downstream of MyD88) (Fig. 4d, e, f, Supplementary Fig. S4a–c). These results showed that the TLR4-MyD88-JNK pathway led to *Inhba* expression in AMs (Fig. 4g).

**Fig. 4:**
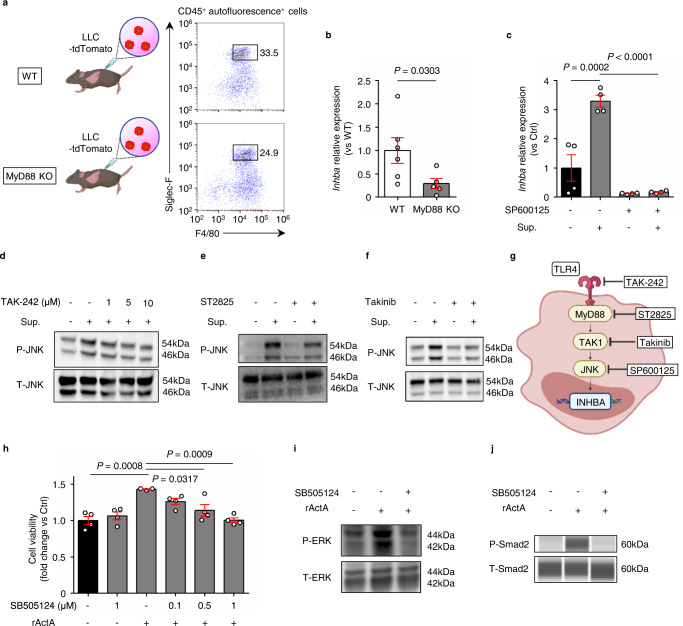
INHBA expression in alveolar macrophages (AMs) is induced via MyD88-JNK dependent pathway. **a** Flow cytometry plots of AMs isolated from C57BL/6 wild-type (WT) mice and MyD88 knockout (KO) mice after inoculation with lung cancer cells. **b** *Inhba* RT-PCR analysis of AM isolated from tumor-bearing wild-type mice and MyD88 knockout mice (*n* = 6 mice for wild-type, *n* = 5 mice for MyD88 KO). **c** *Inhba* RT-PCR analysis in the AM cell line AMJ2-C11 after incubation with or without LLC cell line supernatant (Sup.) and JNK inhibitor SP600125 (*n* = 4 per group). **d**–**f** Immunoblotting of JNK phosphorylation in AM cell line with or without stimulation of LLC cell line supernatant after incubation with each inhibitor (**d**; TAK-242, TLR4 inhibitor, **e**; ST2825, MyD88 inhibitor, **f**; takinib, TAK1 inhibitor). These images were representative of three independent experiments with similar results. **g**, Schematic representation of *Inhba* signaling in AM. **h** Viability of LLC cells treated with the ALK4 inhibitor SB505124 and recombinant activin A (rActA) was assessed using WST-1 assay (*n* = 4 per group except for the one with only rActA administration (*n* = 3)). **i**, **j** Immunoblotting of ERK (**i**) and Smad2 phosphorylation (**j**) in LLC cells stimulated with rActA after incubation with the ALK4 inhibitor SB505124. These images were representative of three independent experiments with similar results. Means ± s.e.m. for each group are shown. Symbols represent individual mice (**b**) and wells (**c**, **h**). Statistical significance was determined using unpaired two-tailed Mann–Whitney *U-*test (**b**) or one-way ANOVA with Bonferroni’s post hoc test (**c**, **h**).

We further analyzed the growth pathway of LLC cells. The LLC proliferation effect of recombinant activin A was significantly suppressed by SB505124, a competitive inhibitor of activin receptor type-1B (ALK4)^32^ in a dose-dependent manner in vitro (Fig. 4h). In addition, recombinant activin A administration induced phosphorylation of extracellular signal-regulated kinase (ERK) as well as Smad2, which was abolished by SB505124 (Fig. 5i, j). These data indicate that activin A is involved in the proliferation of LLC cells along with ALK4.

**Fig. 5:**
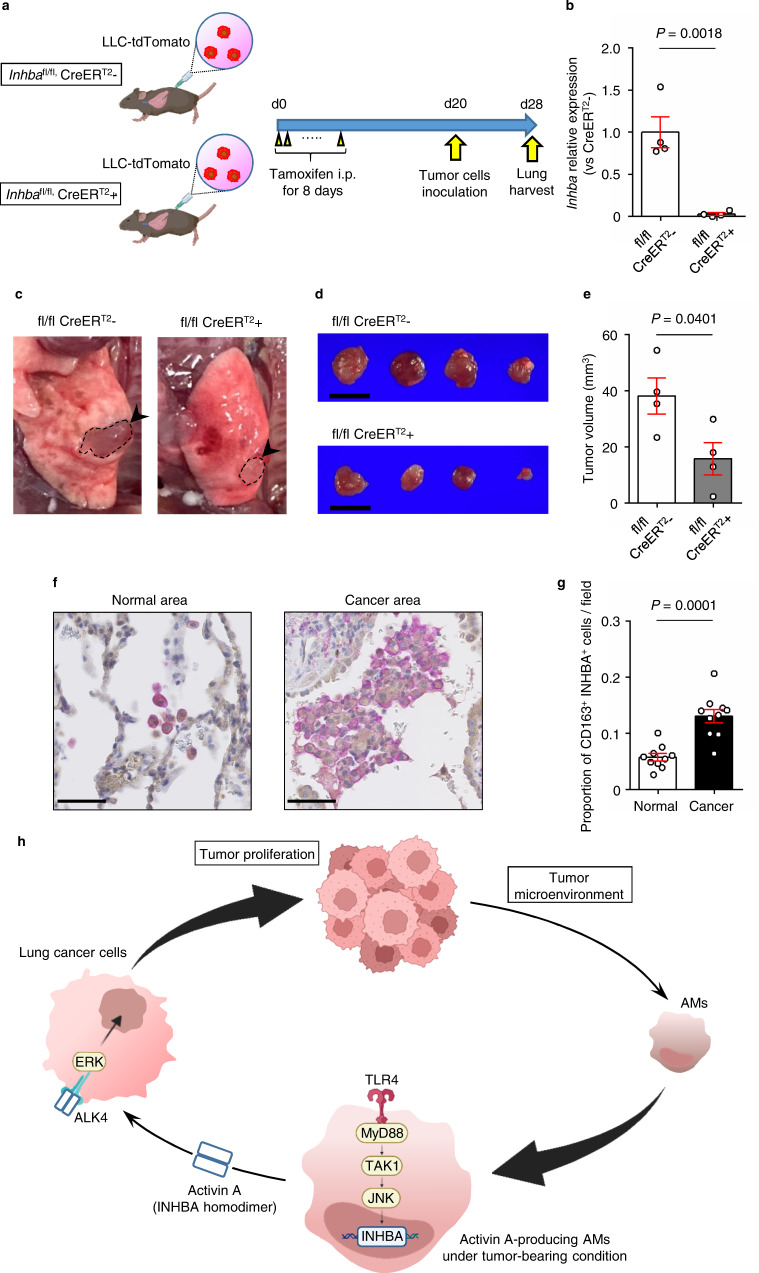
Tumor proliferation is suppressed in INHBA conditional knock out mice. **a** Schematic of the experimental design for tamoxifen-inducible *Inhba* knockout mice with an orthotopic lung cancer model. **b** *Inhba* RT-PCR analysis of AMs isolated from *Inhba*^fl/fl^ CreER^T2^ − and *Inhba*^fl/fl^ CreER^T2^ + mice treated with tamoxifen (*n* = 4 mice per group). **c** Representative images of left lung tumors in tumor-bearing mice. **d** Gross appearance of tumors from *Inhba*^fl/fl^ CreER^T2^ − (*upper*) and *Inhba*^fl/fl^ CreER^T2^ + (*lower*) mice. Scale bars; 5 mm. **e** Tumor volume of *Inhba*^fl/fl^ CreER^T2^ − and *Inhba*^fl/fl^ CreER^T2^ + mice (*n* = 4 per group). **f** Representative images of CD163 (purple) and INHBA (brown) immunostaining of the normal lung area (left) and lung cancer area (right) from patients with lung cancer. Scale bars; 50 μm. **g** Proportion of CD163 + and INHBA + macrophages in total cells within the visual field in normal lung and lung cancer tissues, calculated from the mean value of four different visual fields (*n* = 10 patients). **h** Schematic diagram of the activin A-producing AM subtype in the lung tumor microenvironment. Means ± s.e.m. for each group are shown. Symbols represent individual mice (**b**, **e**) and patients (**g**). Statistical significance was determined using unpaired (**b**, **e**) and paired (**g**) two-tailed *t*-tests.

### Tumor proliferation was suppressed in INHBA-deficient condition

Next, we analyzed whether specific knock out of the *Inhba* gene induced tumor growth suppression. Since *Inhba* global knockout mice exhibit embryonic lethality^33^, we used *Inhba*-flox mice^34^ and examined the orthotopic lung cancer model using *Inhba*^fl/fl^ *Rosa26*-CreER^T2^ (postnatal *Inhba* deletion) mice (Fig. 5a). Intraperitoneal injection of tamoxifen in *Inhba*^fl/fl^, CreER^T2^ + mice efficiently deleted *the Inhba* gene in AM cells, and qPCR analysis showed that *Inhba* gene expression levels in CreER^T2^ + mice were suppressed 30-fold compared with that in CreER^T2^ − mice (Fig. 5b). Under these conditions, the tumor volume of CreER^T2^ + mice was significantly smaller than that of CreER^T2^ − mice (Fig. 5c–e). Moreover, adoptive transfer of AMs sorted from tumor-bearing CreER^T2^ − mice produced significant tumor enlargement in *Inhba*^fl/fl^, CreER^T2^ + mice (Supplementary Fig. S5a–c). These results indicate that *Inhba*-specific knockout induced tumor growth suppression in vivo.

Finally, we examined whether *Inhba*-high AMs were present in human lung cancer tissues using immunohistochemical staining. More CD163^+^ INHBA^+^ macrophages were observed in the alveolar cavities of cancer tissues than in normal lung tissues (Fig. 5f, g). We further analyzed single-cell transcriptomes from human lung samples using the public dataset deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO)^35^. CD45^+^ hematopoietic cells in lung cancer samples and non-involved lung samples were analyzed using Seurat and hierarchically clustered into 20 clusters (cell types) depicted in the UMAP (Supplementary Fig. S5d). We focused on two clusters of *Cd68*^+^ macrophages, clusters 1 and 2, because cells in these clusters expressed *Cd163*, *Siglec1*, and *Marco*, well-defined markers of AMs (Supplementary Fig. S5e). *Inhba*-expressing cells were specifically concentrated in cluster 1 (Supplementary Fig. S5f). Comparing *Inhba* expression in cluster 1 between normal and cancerous samples, we observed significantly higher expression in cancer tissues compared with normal tissues (Supplementary Fig. S5g). This result showed that *Inhba* expression and subsequent activin A production in AMs may influence tumor growth in human lung cancer tissues as well (Fig. 5h).

## Discussion

Despite their abundant presence, the pathophysiological roles of AMs in lung cancer tissues have rarely been reported. A recent study with comprehensive single RNA-sequence analyses of human NSCLC lesions suggested the significance of lung TRMs (including AMs) in tumor growth, especially in the early-stage^17^, although their detailed mechanisms and molecular basis have been left unanswered. In this study, by exploiting original murine orthotropic cancer models as well as human lung cancer specimens, we first showed the critical pathogenic function of lung AMs expressing activin A/INHBA as an inducer of cancer progression. The expression of INHBA in lung AMs is upregulated under tumor-bearing conditions, which in turn supports cancer proliferation, constituting a ‘vicious cycle’ in the tumor environment in vivo.

Activin A is a member of the TGF-β superfamily and was previously identified as a critical factor for ‘activating’ the release of follicle-stimulating hormone (FSH) from the pituitary gland^36^. Thereafter, activin A has been demonstrated to be involved in cellular differentiation and proliferation in a wide array of cell types, both in the developmental and adult stages^37^. There have been several publications on the association between activin A and diverse cancers, and in general, it has been demonstrated that activin A facilitates cancer progression^38^. For instance, activin A has been shown to promote cell invasion and distant metastasis in patients with lung and breast cancer via EMT^39,40^. The pathophysiological significance of upregulation of activin A in tumor-bearing AMs, which was demonstrated in this study, remains unknown, although we suspect that lung AMs may be able to produce activin A in the presence of DAMPs for the purpose of inducing tissue repairs and regenerations^41^. Lung carcinoma cells may misuse the homeostatic system for their survival.

To date, there have been several reports on the presence of ‘disease-specific macrophages’, such as those observed in lung fibrosis^42^ and arthritis^43^. TAMs can also be regarded as members of this population^10^. Characteristically, all of these disease-specific macrophages originate from bone marrow-derived monocytes, migrate into their respective disordered foci, and then become pathogenic cell types in situ^10,42,43^.

Lung cancer is a malignant neoplasm that causes the largest number of deaths worldwide, and it is also one of the most difficult diseases to cure with a 5-year survival rate of ~20%^44^. Recent therapeutic advances, such as those with immune checkpoint inhibitors have been prominent^45^, although the entire treatment strategy still needs to be improved. The incomplete elimination of cancer cells is often attributable to the presence of pro-tumor cell types within the body^46^. The emergence of activin A-producing AMs in lung cancer tissues is one such example. Since follistatin, an activin A inhibitor, significantly blocked tumor progression in vivo, we can reasonably assume that new lines of therapies targeting lung AMs in tumors will become a promising approach for eradicating lung cancers in the future. On the other hand, it remains unknown whether only the tumor-specific *Inhba*-high subset indicated in our RNA-velocity analysis contributes to tumor growth. We think detailed analysis of this subset, such as investigation of master key regulators and cell surface markers, is indispensable to characterize the function of AMs in lung cancer. Moreover, further analysis is also required to elucidate the involvement of AMs in processes other than cancer cell proliferation, such as metastasis, migration, and tumor invasion.

## Methods

### Mice

Wild type C57BL/6 and DBA/2 mice were obtained from CLEA Japan (Tokyo, Japan). Csf2 knock out (B6.129S-Csf2tm1Mlg/J) mice^47^ were obtained from The Jackson Laboratory (Farmington, CT) (Stock Number: 026812). MyD88 knock out (B6.129-Myd88tm1Aki/Obs) mice^48^ were obtained from Oriental Bio Service (Kyoto, Japan) (Stock Number: IMSR_OBS:1). The INHBA LoxP/LoxP^fl/fl^ mice, provided by Prof. N. Emoto (Kobe pharmaceutical University, Kobe, Japan)^34^, were bred with Rosa26CreER^T2^ mice. The mice were bred and maintained under specific pathogen-free conditions at the animal facilities of Osaka University (Osaka, Japan). These mice were maintained in 12 h light/dark cycle, and the housing temperature and humidity were 21.5–24.5 °C and 45–65%, respectively. Mice were given standard laboratory chow diet and water *ad libitum*. All mice used in this study were 8–14 weeks old female. Animal experiments were performed in accordance with the experimental animal guidelines of Osaka University under approved protocols. Mutant mice were genotyped by PCR. To detect the INHBA flox allele, we used the primers ACCCACCGAAGAAGCAAAGA and GGGTCTGAGAGCCCATTGTC.

### Antibodies and reagents

Antibodies were obtained from the following sources: anti-CD45-PECy7 (1:50, clone 30-F11, #103114), anti-F4/80-BV421 (1:50, clone BM8, #123132), anti-CD11c-APC (1:50, clone N418, #117310), anti-CD11b-BV421 (1:50, clone M1/70, #101235), BV421-rat IgG2a, κ isotype control (1:50, clone RTK2758, #400535), and APC-human IgG1, κ isotype control (1:50, clone QA16A12, #403505) were from BioLegend (San Diego, CA); anti-Siglec-F-APC (1:50, clone REA798, #130-112-333), and anti-CD11b-APC (1:50, clone REA592, #130-113-802) were from Miltenyi Biotec (Bergisch Gladbach, NRW, Germany); anti-p-JNK (1:1000, #9251), anti-JNK (1:1000, #9252), anti-p-Erk1/2 (1:1000, #4370), anti-Erk1/2 (1:1000, #4695), anti-p-Smad2 (1:1000, #3108), anti-Smad2 (1:1000, #5339), anti-β-actin (1:1000, #5125), and anti-rabbit IgG, HRP-linked antibody (1:1000, #7074) were from Cell Signaling Technology (Danvers, MA); anti-Inhibin beta A (1:200, ab56057), and anti-TTF-1 (1:100, clone SP141, ab227652) were from Abcam (Cambridge, UK); anti-CD163 antibody (1:800, clone 10D6) was from Leica biosystems (Wetzlar, Germany); anti-MARCO antibody (1:500, clone 2359 A, MAB29561) was from R&D systems (Minneapolis, MN); AlexaFlour647 AffiniPure donkey anti-rabbit IgG (1:200, #711-605-152) was from Jackson Immuno Research (West Grove, PA); and anti-CD16/32 antibody (1:100, clone 2.4G2, #553141) was from BD Biosciences (San Jose, CA). Reagents were obtained from the following sources: Dulbecco’s Modified Eagle’s Medium (DMEM) (4.5 g/L glucose) with L-Gln, without sodium pyruvate (#08459-64), 1× phosphate-buffered saline (PBS) without Calcium and Magnesium (#14249-24), Hank’s balanced salt solution (HBSS) with calcium and magnesium, without phenol red (#09735-75), and RIPA buffer (#16488-34) were from Nacalai Tesque (Kyoto, Japan); Eagle’s Minimum Essential Medium (EMEM) (#30-2003) was from the American Type Culture Collection (ATCC, Manassas, VA); heat-inactivated fetal bovine serum (FBS; #F7524), penicillin/streptomycin (#P4333), and tamoxifen (#T5648) were from Sigma-Aldrich (St. Louis, MO); HEPES (#15630-080), and dispase (#17105-041) were from Gibco (Dublin, Ireland); c-Jun N-terminal kinase (JNK) inhibitor SP600125 (#S1460), TAK1 inhibitor Takinib (#S8663), and ALK4 inhibitor SB505124 (#S2186) were from Selleck Chemicals (Houston, TX); Toll-like receptor 4 (TLR4) inhibitor TAK-242 (#HT-11109), and MyD88 dimerization inhibitor ST2825 (#HY-50937) were from MedChemExpress (Monmouth Junction, NJ); recombinant human/mouse/rat activin A protein (#338-AC) was from R&D Systems (Minneapolis, MN); recombinant human follistatin (#120-13), and recombinant murine GM-CSF (#315-03) were from Peprotech (Cranbury, NJ); clodronate liposome (MKV100) and equivalent control liposome were from CosmoBio (Tokyo, Japan); Hoechst 33342 (#3570 invitrogen) was from Thermo Fisher Scientific (Waltham, MA); collagenase type IV (#LS004188) was from Worthington Biochemical Corporation (Lakewood, NJ); PhosSTOP (#4906845001), and EDTA-free Protease Inhibitor Cocktail (#4693159001) were from Roche (Basel, Switzerland).

### Cell culture

Lewis lung carcinoma (LLC), KLN205, and AMJ2-C11 (alveolar macrophage cell line) were purchased from ATCC. LLC cell was maintained in DMEM with 10% FBS and penicillin/streptomycin, KLN205 cell was maintained in EMEM with 10% FBS and penicillin/streptomycin, and AMJ2-C11 cell was maintained in DMEM with 5% FBS, 5 µM HEPES, 10 ng/mL of GM-CSF and penicillin/streptomycin, respectively. To generate LLC cells stably expressing tdTomato (LLC-tdTomato), tdTomato (ptdTomato-C1; #632533; Takara Bio USA, Mountain View, CA) was inserted into the CSII-EF-MCS vector (provided by Dr. Miyoshi of RIKEN-BRC, Tsukuba, Japan) and transfected into HEK293T cells (ATCC) with packaging plasmids. Two days after inoculation, LLC cells were incubated with lentiviral supernatant from virus-producing HEK293T cells, together with polybrene (8 µg/mL) for 12 h. To generate AMJ2-C11 cells expressing short hairpin (sh) RNAs, pooled sh-*Inhba* (TR516955, Origene, Rockville, MD) with sequences GAGGAGTGAACTGTTGCTATCAGAGAAAG, CCTTGCTTTGGCTGAGAGGATTTCTGTTG, CTCGCTCTCCTTCCACTCAACAGTCATTA, and GGATTGCTTGTGAGCAGTGCCAGGAGAGT, or scrambled shRNA (TR30012, Origene) were transfected into Plat-E cells with TurboFectin 8.0 Transfection Reagent (TF81001, Origene). Two days after transfection, AMJ2-C11 cells were incubated with retroviral supernatant from virus-producing Plat-E cells, together with polybrene. Stable transformants were selected using an SH800 cell sorter (Sony, Tokyo, Japan).

### Cell proliferation assay

LLC cells were seeded in 96-well plates at 2 × 10^3^ cells/well, starved for 24 h, then used in cell proliferation assays. The indicated concentration of ALK4 inhibitor SB505124 or recombinant activin A was added into the culture medium and incubated for the same time as the control group. The culture medium was changed on days 2 and 4. Cell viability was determined at the indicated time points using a water-soluble tetrazolium salts (WST-1) assay according to manufacturer’s protocol (Roche Applied Science, Mannheim, Germany). Briefly, after incubation with 10 µL of WST-1 solution for 3 h at 37 °C, the absorbance at 450 nm in each well was determined with a fluorescence microplate reader (SH-9000Lab; Hitachi High-Tech Science Corporation, Tokyo, Japan). Cell viability was calculated based on comparison with the absorbance of control group.

Conditioned medium (CM) was obtained from LLC and AM cells. 3 × 10^6^ LLC cells were seeded in 10-cm dish and incubated in DMEM with 10% FBS for 24 h. Attached cells were washed once with phosphate-buffered saline, and incubated with serum-free DMEM for 3 days. The supernatant was collected after centrifugation at 300 × g. LLC-CM was used for quantitative reverse transcription-polymerase chain reaction (RT-PCR) analysis and immunoblotting analysis. 1 × 10^5^ AM cells were seeded in 6 well plate and incubated in DMEM with 5% FBS for 24 h. Attached cells were washed once with 1× PBS, and incubated with serum-free DMEM for one day. The supernatant was collected after centrifugation at 200 x g for 5 min, and filtered through a 0.22 μm syringe filter. AM-CM was applied to LLC cells after seeding 1 × 10^4^ cells in 6 well plate, incubating for 2 days. Then, LLC cells were counted using TC10 Automated Cell Counter (Bio-Rad, Hercules, CA).

### Orthotopic lung cancer model and chemical administration

The orthotopic lung cancer model was generated by implanting murine lung cancer cells into the left lung of mice as previously described^49^. Mice were anesthetized with isoflurane, and placed in the right lateral decubitus position. A small skin incision to the left chest wall was made ~10 mm, parallel to ribs. 1 × 10^6^ tumor cells suspended in 10 μL of 1× PBS and 10 μL of Matrigel (#356234, Corning, Corning, NY) were directly injected through the intercostal space into the left lung to a depth of 2 mm using a 30 G needle attached to a 0.5 mL insulin syringe (BD Biosciences). The skin incision was closed using a 4–0 silk suture. Experimental mice and control ones were bred separately. Tumor volumes of the compared mice were measured after the same period (8–15 days) after inoculation according to the formula of the length × width^2^ × 0.5. The maximal tumor burden permitted by the ethics committee was the diameter of 2 cm, which was not exceeded in this study. In addition to the above, water intake disorders, eating disorders, and weight loss of 20% or more were also set as endpoints, but none of these were applicable in this study. Mice were euthanized by carbon dioxide inhalation before lung extraction. For Activin A antagonist treatment, one day before the cancer cells were implanted, mice were treated with 50 µg/kg follistatin intraperitoneal injection every day from one day before the inoculation. For the AM depletion model, the clodronate liposome (25 mg/kg) or an equivalent control liposome were administrated intratracheally 2 days before the tumor inoculation and two additional times more than 3 days after the inoculation (75 mg/kg in total).

### Flow cytometry analysis and cell sorting

Blood sample was collected from the abdominal vena cava after euthanasia. The lungs from female adult mice were harvested immediately without perfusion and stored in 1× PBS in 1.5 mL safe-lock tubes on ice. The lung tissues were minced with autoclaved scissors for about 2 min, and digested with 1 mg/mL collagenase type IV and 3 mg/mL dispase in HBSS at 37 °C for 45 min. For the coculture analysis with DAMPs, primary AMs were collected from wild type C57BL/6 mouse bronchoalveolar lavage fluid similarly to a previous report^50^. DAMPs were extracted from LLC cells also in accordance with previously reported methods^51^. In brief, LLC cells were suspended at 10^8^ cells/mL and supernatant was collected via centrifugation at 300 × g for 5 min after being subjected to five freeze-thaw cycles. Bone marrow samples were harvested from femur and tibia bones and crushed in fluorescence-activated cell sorting (FACS) buffer (1× PBS, 4% FBS, and 2 mM EDTA). Disaggregated tissue elements were passed through a 70-µm cell strainer and centrifuged at 300 × g for 5 min to prepare single cell suspensions. Zombie Green (#423111, BioLegend) was used to remove dead cells. Blood and isolated cells were blocked with anti-CD16/32 antibody for 15 min, followed by staining with the antibodies described above for 30 min. Measurements and cell sorting were performed on an SH800 cell sorter (Sony) and analyzed with FlowJo v.10 (FlowJo; LLC). When analyzing tumor cell metastasis to contralateral lung lobes, positivity for metastasis was defined as the lobe containing more than 0.01% of tumor cells (CD45^−^, tdTomato^+^ cells).

### RNA sequencing

AMs from orthotopic vehicle-control or lung cancer model mice were isolated using an SH800 cell sorter, and total RNA was extracted using QIAzol lysis reagent (#79306; Qiagen, Germantown, MD), in accordance with the manufacturer’s instructions. Total RNA was extracted from cells with an miRNeasy Mini kit (#217004; Qiagen) according to the manufacturer’s protocol. Full-length cDNA was generated using a SMART-Seq HT Kit (#634455; Takara Bio, Mountain View, CA) according to the manufacturer’s instructions. An Illumina library was prepared using a Nextera XT DNA Library Prep Kit (Illumina, San Diego, CA) according to SMARTer kit instructions. Sequencing was performed on an Illumina HiSeq2500 sequencer (Illumina) in the 75-base single-end mode. Sequenced reads were mapped to the mouse reference genome sequences (mm10) using TopHat v2.1.1 in combination with Bowtie2 ver. 2.2.3 and SAMtools ver. 1.8. The fragments per kilobase of exon per million mapped fragments (FPKMs) was calculated using Cufflinks version 2.2.1. Bioinformatics analyses were performed using Integrated Differential Expression and Pathway Analysis (iDEP) v. 0.81, and Ingenuity Pathway Analysis software (Ingenuity Systems; Qiagen). The raw reads from the sample have been deposited in the NCBI Gene Expression Omnibus database (GEO GSE193913).

### Preparation for single-cell RNA-Seq analysis

FACS-isolated AM cells from orthotopic vehicle-control or lung cancer model mice were used for single-cell RNA-Seq. Single-cell RNA library construction and sequencing Single-cell suspension were processed through the 10x Genomics Chromium Controller following the protocol outlined in the Chromium Single Cell 3' Reagent Kits User Guide. Chromium Next GEM Single Cell 3' Kit v3.1 (#PN-1000269; 10x Genomics, Plesanton, CA), Chromium Next GEM Chip G Single Cell Kit (#PN-1000127; 10x Genomics) and Dual Index Kit TT Set A (#PN-1000215; 10x Genomics) were applied during the process. Approximately 10,000 live cells per sample, according to the manufacturer’s recommendations, were loaded onto the Chromium controller to generate 7000 single-cell gel-bead emulsions for library preparation and sequencing. Oil droplets of encapsulated single cells and barcoded beads (GEMs) were subsequently reverse-transcribed in a Veriti Thermal Cycler (Thermo Fisher Scientific), resulting in cDNA tagged with a cell barcode and unique molecular index (UMI). Next, cDNA was then amplified to generate single-cell libraries according to the manufacturer’s protocol. Quantification was made with an Agilent Bioanalyzer High Sensitivity DNA assay (#5067-4626; Agilent, Santa Clara, CA). Subsequently amplified cDNA was enzymatically fragmented, end-repaired, and polyA tagged. Cleanup/size selection was performed on amplified cDNA using SPRIselect magnetic beads (#B23317, Beckman-Coulter, Brea CA). Next, Illumina sequencing adapters were ligated to the size-selected fragments and cleaned up using SPRIselect magnetic beads. Finally, sample indices were selected and amplified, followed by a double-sided size selection using SPRIselect magnetic beads. Final library quality was assessed using an Agilent Bioanalyzer High Sensitivity DNA assay. Samples were then sequenced on an Illumina NovaSeq 6000 as paired-end mode (read1: 28 bp; read2: 91 bp). The resulting raw reads were processed by cellranger 5.0.0 (10x Genomics). The raw reads from the sample have been deposited in the NCBI Gene Expression Omnibus database (GEO GSE 193914).

### RNA-velocity analysis

The single cell RNA-Seq fastq files were processed through 10x Genomics Cell Ranger 5.0.0^52^ with default settings, resulting in gene expression profiles of hashtags attached cell barcodes. The resulting alignment files were then processed with velocyto^26^ for the determination of nascent (unspliced) and mature (spliced) mRNA spanning reads abundance. Transcriptomes of the 8485 and 9175 barcodes from two different libraries were merged and conducted with downstream analysis with Scanpy^53^. Read counts of the hashtags of the cell barcodes were extracted and scaled from 0 to 10. Cell barcode originated from which sample was then estimated based on the hashtag read counts of each barcode. To avoid potential bias of the clustering results, ribosome genes, TRAV, TRAJ, TRBJ, TRBV, IGHV, IGKV and IGLV genes were excluded in the downstream analysis. 

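Scrublet scores were computed per library on the barcodes left by the quality filter, with an expected doublet rate of 6%. The automatic threshold called 0 doublets in each library, under the 0.5% below which the caller was taken not to have worked. The cells with scores above the boundary of the highest 6% were then removed. Because scores were tied at that boundary, this came to 274 control cells (4.43%) and 410 tumor cells (5.35%).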

Scrublet^54^ was applied to predict and filter potential doublets. Distribution of the read counts, count of gene per barcode, ribosome gene concentration, mitochondria gene concentration and hemoglobin gene concentration within the sample were each fitted with mixture of two Gaussian distributions^55^. The filtration thresholds for the quality control of the cell barcodes were then determined by the distance of the fitted mean values of the Gaussian distributions. 

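Fixed limits were used as the quality filter, because the paper's text gives no thresholds. In the control library, 2184 barcodes were over the mitochondrial limit and 1323 under the minimum number of genes. In the tumor library these numbers were 1423 and 745, and no barcode of either library was over the hemoglobin limit. As an alternative, a mixture of 2 Gaussian distributions was fitted to each quality measure per library, with each threshold placed midway between the fitted means. The ribosomal thresholds were not applied, since 65.9% of control and 78.6% of tumor barcodes lay above them. With doublets removed as well, the mixture thresholds left 5341 control and 6684 tumor cells.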

Resulting 13,413 cells consist of 7368 cells from Tumor-AM sample, and 6045 cells from the Control-AM sample were used in the following analysis. Batch effect correction were conducted through Scanorama^56^. Leiden clustering^57^ and PAGA graph^58^ were integrated with UMAP projection^59^. Among the resulting 16 clusters (from 0 to 15), cells from the smallest two cluster 14 and 15 were considered as not related cells and excluded. 

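Besides its 11 larger clusters, the clustering made here gave 2 clusters of 1 cell each, which were left out of the comparisons of clusters. Cluster K, the smallest of the others with 51 cells, had the fibroblast genes *Dcn*, *Col3a1* and *Lum* among its leading genes, beside *S100a9* and *Igkc*. It was taken as cells of types other than AMs and was kept. The *Inhba* ratio between the libraries, the shares of cells and UMIs, and the gene ratios between clusters were also computed without it, partly as settings added after the data were seen.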

13,358 cells used in the final analysis. RNA-velocity analysis was conducted with scVelo^60^.

### Quantitative reverse transcription-polymerase chain reaction (RT-PCR)

Total RNA and cDNA were prepared using RNeasy Mini kit and Micro kit (#74104 and #74004, Qiagen, Venlo, Netherland), and Superscript III reverse transcriptase (Thermo Fisher Scientific), according to the manufacturers’ instructions. Quantitative RT-PCR was performed with a Thermal Cycler Dice Real-Time System (TaKaRa Bio, Shiga, Japan) using SYBR Premix EX Taq (TaKaRa Bio). The reactions were normalized relative to the housekeeping gene *Gapdh*. The following specific primer pairs were used (forward and reverse, respectively): *Gapdh* (5′-TGTGTCCGTCGTGGATCTGA-3′ and 5′-CCTGCTTCACCACCTTCTTGAT-3′); *Inhba* (5′-GGAGAACGGGTATGTGGAGA-3′ and 5′-TGGTCCTGGTTCTGTTAGCC-3′); *Inhbb* (5′-AGGCAACAGTTCTTCATCGACTTTC-3′ and 5′-AGCCACACTCCTCCACAATCATG-3′); *Inha* (5′-TTCATTTTCCACTACTGCCATGGTA-3′ and 5′-GATACAAGCACAGTGTTGTGTAATG-3′). To detect the deletion of *Inhba*, we used the following primers: (5′-GAAGGCAACCACACGACTTTTGCTGC-3′ and 5′-CTCTGGCTGAGAGTTAGGTCCATCCTTC-3′).

### Enzyme‑linked immunosorbent assay (ELISA)

AMs from orthotopic vehicle-control or lung cancer model mice were isolated by FACS and incubated in 96-well plate overnight. Activin A protein levels in cell culture supernatants were determined using the Activin A ELISA kit (#OKBB00124, Aviva Systems Biology, San Diego, CA) according to the manufacturer’s instructions.

### Immunoblotting

Cells were rinsed with ice-cold PBS and lysed in RIPA buffer containing PhosSTOP and EDTA-free Protease Inhibitor Cocktail for 10 min. The soluble fractions from the cell lysates were isolated by centrifugation at 4 °C for 10 min at 13,400 × g. Next, 2×SDS buffer (4% SDS, 125 mM Tris-HCl pH 6.8, 20% glycerol, 0.01% bromophenol blue, 10% 2-mercaptoethanol) was added to the cell lysates. Protein concentrations were measured using Quick Start^TM^ Bradford Protein Assay Kit 2(#5000202JA, Bio-Rad). Proteins were analyzed by SDS–polyacrylamide gel electrophoresis and immunoblotting following standard protocols using anti-p-JNK, anti-JNK, anti-p-Erk1/2, and anti-Erk1/2 antibodies (1:1000 dilution each). Finally, bands were visualized with the enhanced chemiluminescence reagents (Perkin Elmer, Waltham, MA) and using an ImageQuant LAS-4000 mini system (GE Healthcare, Chicago, IL). Quantification was performed with Image J software. Protein detection of p-Smad2 and Smad2 was performed with WES 004-600 (Bio-Techne, Minneapolis, MN) according to the manufacturer’s instructions.

### Evaluation of postnatal *Inhba* deletion mice

To induce *Inhba* conditional knockout mice, the INHBA^fl/fl^ mice were bred with Rosa26CreER^T2^ mice. INHBA^fl/fl^/Cre^−^ or INHBA^fl/fl^/Cre^+^ mice were treated with 200 µL tamoxifen i.p. daily for eight consecutive days. On 20 days after the first dose of tamoxifen, 1 × 10^6^ LLC cells per mouse were inoculated into the left lung, followed by measurement of gene expression level of *Inhba* and tumor volume on day 28. For the adoptive transfer of AMs, 1 × 10^5^ AM cells (CD45^+^, autofluorescence^+^, Siglec-F^+^, and F4/80^+^) were collected via FACS from the lungs of tumor-bearing INHBA^fl/fl^/Cre^−^ mice and co-inoculated with LLC cells into an INHBA^fl/fl^/Cre^+^ mouse.

### Surgical specimens from patients with lung cancer

Cancer tissue or normal lung tissue far from cancer lesion were obtained from the patients who underwent surgical resection at Osaka University Hospital. These tissue specimens were fixed in 10% formalin and processed routinely for paraffin embedding. This study was conducted in accordance with the Declaration of Helsinki (revised in 2013) and approved by the Institutional Review Board of Osaka University on June 14, 2019 (Approval No. 18518). Need for individual consent was waived, as this was a retrospective analysis and data were accessed after masking patients’ identity.

### Immunohistochemistry

Paraffin-embedded tissues were sectioned, processed and subjected to immunohistochemistry using Dako Autostainer Link 48 (Agilent, Santa Clara, CA) with an anti-Inhibin beta A antibody (1:200 dilution), anti-CD163 antibody (1:800 dilution), and anti-TTF-1 antibody (1:100 dilution). 3,3'Diaminobenzidine (DAB) (Agilent) and Stayright Purple (#45906, AAT Bioquest, Sunnyvale, CA) were used as the chromogens. Sections were counterstained with hematoxylin for 1 min before mounting. The proportions of CD163^+^ cells or CD163^+^ INHBA^+^ cells in the alveolar cavity were calculated by counting the cells of interest in four visual fields (square with 225 µm side each) within the section, as well as total cell number in the visual fields using HALO v3.5.3577 software (Indica Labs, Albuquerque, NM).

### Confocal microscopy imaging

The imaging for metastatic foci in the contralateral lung lobe was performed using an A1 confocal microscope system (Nikon, Tokyo, Japan). Lung tissues were stained with Hoechst 33342 (1:1000) on ice for 20 min before imaging. Raw imaging data were processed using NIS-Elements software (Nikon).

### Reanalysis of human lung scRNA-seq data

We obtained an scRNA-seq dataset of CD45^+^ cells from ten patients (five normal and five cancerous lungs) from the GEO (“GSE154826”)^35^. We used R (version 4.1.2) and Seurat (version 4.1.1) to process the data^61^. Next, we performed unsupervised clustering and gene expression analysis according to the Seurat guidance. In brief, we first removed genes detected in fewer than five cells in a sample, cells with fewer than 200 or >5000 genes and cells with >20% mitochondrial genes from the data. The resulted in 62,188 cells, 31,168 cells from the normal samples and 31,020 cells from the cancerous samples; these cells were used in the following analysis. All data were integrated using the reciprocal principal components analysis (RPCA)-based integration method. We then performed cluster classification using the nearest neighbor graph-based clustering method, in which we tuned the resolution parameter to determine the number of clusters.

### Statistical analysis

Data represent means ± standard errors of the mean (s.e.m.). A two-tailed *t*-test, Mann–Whitney *U*-test or Fisher’s exact test were used for comparisons between two groups. Statistical significance was calculated using one-way analysis of variance (ANOVA) with Bonferroni’s post hoc test or the Tukey−Kramer post hoc test for comparisons among three or more groups. Statistical analyses were performed using Graphpad Prism v.7 software (GraphPad Software, San Diego, CA) according to the manufacturer’s instructions.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The datasets analyzed during the current study are available from the corresponding authors on reasonable request. Source data are provided with this paper. The raw reads of RNA-sequencing analyses from mice macrophages have been deposited in the NCBI GEO database under accession number and hyperlinks: “GSE193913”. The raw reads of single-cell RNA-seq analysis from mice AMs have been deposited in the NCBI GEO database (“GSE193914”). Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

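Single-cell transcriptomes of sorted AMs were measured in 2 libraries, 1 from vehicle-control mice and 1 from mice with orthotopic tumors. The paper's methods describe 10000 cells loaded per library and a target of 7000 gel bead emulsions. The authors made the deposited values, raw UMI counts per gene and cell barcode, with Cell Ranger 5.0.0 at default settings, before any doublet removal, quality filter, batch correction or clustering. Each table lists 32285 Ensembl gene identifiers, of which 32158 were matched to a symbol. The bulk RNA-Seq, the quantitative PCR and the culture experiments were not analysed here. RNA velocity was not computed, since spliced and unspliced counts were not used here, so the order of the clusters in differentiation was not examined. The hashtag reads named in the methods were not used here, and each table was taken as 1 library of 1 condition.

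From the deposited counts, levels were computed as CPM of UMIs summed over the cells of a library or cluster, and ratios were taken between such sums, with exact intervals at 95%. A share of 0 is given with the limit that 3 counts of the total allow. No count model was fitted and no p-value was computed. To compare shares of cells with an *Inhba* UMI, each cell was thinned without replacement to 3700 UMIs, the 10th percentile of the shallower library after rounding down, and shallower cells were left out. Background came from cluster K. The interval of a difference of shares was combined from the distances of each share to its own exact limits.

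For clustering, counts were scaled to 10000 per cell and log-transformed. Ribosomal genes and T and B cell receptor segment genes were left out, as in the paper, and 2000 variable genes were chosen among genes seen in at least 3 cells, with library as a batch. Scanorama was replaced by a mutual nearest neighbour correction written after it, with 100 components, 20 neighbours and a kernel parameter of 15. A Jaccard graph of 15 neighbours was partitioned by the Leiden method. Clusters of fewer than 50 cells were left out of comparisons. Since the clusters were rebuilt, their letters do not map onto the paper's numbers, and a difference from the paper may come from the rebuilding. A cluster was taken as a type other than AM when at least 3 markers of that type and none of AMs were among its 10 leading genes by fold.

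The genes named are all those the paper's results name for AMs or TAMs, the 10 genes with the largest ratio in each direction among genes with at least 100 CPM in the higher library, ribosomal and mitochondrial genes left out, and the control genes *Xist*, *Actb*, *Gapdh* and *Ptprc*. This rule, the marker lists, the filters, the thinning depth rule and the alternatives were fixed before the data were examined, apart from the alternatives that are named as added later. The alternatives changed the doublet removal, the quality filter, the scaling, the thinning, the features, correction, resolution and seed of the clustering, the limit for a tumor-enriched cluster, and the cells of other types.

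The ratios, intervals, thinning and clustering were tested on simulated data. With 200 of 11976 simulated genes changed, 95.6% of the intervals of the simulated ratio of tumor over control held the true ratio. The direction was true for 100% of the changed genes, with 10 truly raised genes among the largest 10 ratios. These counts were drawn with Poisson error, which the intervals assume, so only the computation was tested and not other variation. Among 3300 simulated cells of 6 profiles, the clusters had an adjusted Rand index of 0.984. Of the cells of the profile present only in tumor, 99.7% were in tumor-enriched clusters, against 0% of the other cells. The profiles were mean profiles of clusters found here, and cells of 1 profile and library differed only in depth and Poisson error. Separate groups were thus given, so this cannot show how cells that differ gradually would be divided. Thinning of 4644 simulated cells at unequal depths but equal expression left a difference of 2.28 percentage points, against 21.9 unthinned. Because of that remaining gap, the same simulation was repeated with 20 further seeds. The mean thinned difference over those was −0.187 percentage points, with a standard deviation of 1.09 and a range from −2.37 to 1.44, against a mean of 20.4 unthinned. The first difference, 2.28, lay above that range.

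The work used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9.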

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

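The tests with free RNA and with cluster G without its 5 highest cells were chosen only after the result was seen. The test of the share in 5 cells, the *Malat1* test and the test that leaves out clusters B and I were not. The result for cluster G was divided in 2, its size and its rank above cluster C, after the share in 5 cells was known.

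Among genes the paper's text does not name, 8 were in the 10 with the largest ratios of tumor over control, which brought them up here. The paper's heatmap of the top upregulated genes and its supplementary gene list were not compared here and may hold some of them. Their log2 ratios were 4.59 for *Apoe* (25.9 CPM in control and 623 in tumor), 3.81 for *Ifi27l2a* (43.5 and 608), 2.80 for *S100a4* (23.7 and 165), 2.31 for *Il1b* (139 and 686), 2.13 for *Spp1* (568 and 2476), 1.70 for *Osm* (184 and 597), 1.68 for *Ier3* (114 and 366) and 1.66 for *Crip1* (379 and 1197). *S100a6* and *Inhba*, which the paper's text names, were the other 2. The tables argue against the cells of clusters B and I as the whole source. With both left out, the median log2 ratio of the 8 genes was 1.18, against 2.22 with them. All 8 remained higher in the tumor library, so that B and I account for part of it. Cluster K, of other cell types, was among the clusters left, so a part from its cells was not excluded. Within cluster A, *S100a4* was lower in the tumor library, at 6.05 against 7.97 CPM. The other genes were higher there, with log2 ratios from 0.32 for *Spp1* to 2.09 for *Ifi27l2a*. The tables also argue against free RNA from B and I as the whole source, which would raise each gene in cluster A by a like share of its level in B. The rise ranged from −0.615% of the B level for *S100a4* to 23.0% for *Osm*. What stays open is a difference in library preparation or batch, which cannot be told apart from the tumor with 1 library per condition, and an effect of the tumor on AMs, which was not tested. *Il1b*, *Ier3* and other genes of the inflammatory and immediate early lists also respond to cell isolation, and a stronger response of the tumor library during isolation was not excluded for these 8 genes.

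*Inhba* in the tumor library cells of cluster G, at 820 CPM, was the highest of all clusters, in cells of few UMIs that the paper does not describe. A few cells with very many *Inhba* UMIs may account for much of its size. Of 379 *Inhba* UMIs in 219 cells, 58.3% were in 5 cells and 141 in 1 cell. They do not account for the rank of G by CPM. Without those 5 cells the level was 361 CPM (307 to 422, counting error only), still above the 261 CPM of cluster C. By the share of cells with an *Inhba* UMI, the rank was not clear. After thinning, 9 of 27 cells of G had one (33.3%, 16.5 to 54.0), against 29.4% (26.8 to 32.1) in C. Unthinned, at unequal depths, the shares were 23.7% and 37.6%. Free RNA in cells of few UMIs is argued against by cluster J of the tumor library, whose cells also have few UMIs. With 0 *Inhba* UMIs, the upper limit in J was 112 CPM. Nuclear RNA retained in damaged cells, in which *Malat1* is high, cannot be told apart from other sources. *Malat1* was 5.80-fold higher in G than in the other AM clusters of the tumor library and 3.97-fold higher in the control library. In those other clusters *Inhba* was 1.63-fold higher in the quartile of cells with the highest *Malat1* share than in the lowest quartile in the tumor library, in 8 of 8 clusters. In the control library it was 1.38-fold higher, but in only 3 of 8 clusters, which keeps this open. Among the other control clusters, the lowest and highest quartiles were nearly equal in A (10.6 and 10.3 CPM) and F (21.4 and 20.9 CPM). Cluster I, with 23 cells, had 0 in both quartiles and tells nothing. In B and H the highest quartile was lower, at 0 against 85.5 CPM in 95 cells and at 2.88 against 15.0 CPM. Against nuclear RNA as the explanation, *Inhba* was 5.64-fold higher in G than in the other AM clusters of the tumor library but 1.51-fold higher in the control library. The tumor library fold includes the 5 cells with 58.3% of the UMIs, without which G was at 361 CPM. Part of the contrast between the libraries thus comes from those cells. Nuclear *Inhba* RNA need not rise alike in the 2 libraries, so these values do not settle it. No biological explanation was tested for cluster G.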

How the results depend on the processing

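No tests were run here, and the alternatives with cells of at least 5 *Inhba* UMIs in place of UMIs, those without cluster K for the other shares and for the gene ratios between clusters, and the clustering without genes differing between the libraries for the cluster high in *Marco*, *Cd9* and *Ear1*, were chosen only after the results were seen. Of the alternative values of the principal results, 34 stayed within the interval of the value reported, or within 1.5 times it for numbers of cells, 33 moved outside it in the same direction, and 2 changed direction. For the values that moved or changed direction the cause was not tested.

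The log2 ratio of *Inhba* moved from 1.67 to 1.96 when each cell's CPM was averaged and to 1.74 when scaled by the median of ratios over genes. It stayed between 1.66 and 1.70 under the other filters and without cluster K. The difference in the share of *Inhba*-positive cells moved from 13.2 percentage points to 15.5 under the mixture filter, 14.5 with at least 2000 UMIs per cell, 17.3 unthinned, 16.5 thinned to 5800 UMIs and 7.85 with at least 2 *Inhba* UMIs required.

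The share of tumor library cells in tumor-enriched clusters, 44.8%, became 40.9% at a resolution of 0.5, 46.0% at 1.5, 47.0% without library correction, 37.5% without the genes differing between the libraries, 38.5% with no doublets removed and 48.3% under the mixture filter. In the same order, the share of tumor library *Inhba* UMIs in those clusters, 51.1%, became 45.3%, 53.2%, 54.8%, 42.4%, 41.9% and 55.6%, and it was 54.2% when cells with at least 5 *Inhba* UMIs were counted. The share of control library cells, 2.00%, became 1.61% without library correction, 1.56% without the differing genes and 1.46% with no doublets removed. A limit of 80% in place of 90% changed none of these 3 shares.

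The share of control library *Inhba* UMIs in the control cluster with the highest *Inhba* CPM depended most on the clustering. From 73.0% it became 2.51% at a resolution of 0.5, where the rule chose another cluster, 54.0% at 1.5, 53.1% with another seed, 49.6% without library correction, 67.9% with the compared genes kept, 37.4% without the differing genes, 41.2% with no doublets removed, 56.1% under the mixture filter, 55.1% with at least 2000 UMIs per cell and 71.0% for cells with at least 5 *Inhba* UMIs. The 2 changes of direction were in the weighted tumor share of the cluster high in *Marco*, *Cd9* and *Ear1*. From 43.6%, with more of the cluster in the control library, it became 54.8% at a resolution of 0.5 and 56.9% without the differing genes, with more in the tumor library.

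For single genes, 80 alternative values moved outside the interval and 86 stayed inside it. In all 162 cases where that interval excluded 0 the direction stayed the same, and the largest move, 1.44 on the log2 scale, was of *Marco* between the tumor-enriched and other clusters. No paired analysis was possible because each condition had 1 library and no result comes from a test. In cluster K only 12 and 19 cells remained after thinning, so that its background share was not measured closely.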

Differences from the paper's values

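No test was run for this part, and no setting in it was chosen after the result was seen apart from the limit of 5 *Inhba* UMIs per cell. None of the numbers of barcodes, cells or clusters set beside the paper's differed from them by more than 1.5 times under the settings reported, and the numbers of barcodes match. At a resolution of 0.5, the 6 clusters found are fewer than the paper's 14 by more than that.

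The paper places the *Inhba*-high AMs of control mice in a single cluster. Here, 73.0% of the control library *Inhba* UMIs and 71.0% of the 155 control cells with at least 5 *Inhba* UMIs were in cluster C, and clusters A, D, F and G held 8.45%, 5.62%, 5.59% and 3.14% of the UMIs. The paper binarized expression by a Gaussian mixture, so the cells it calls high are not defined in the same way. It describes its cluster by intermediate *Marco*, high *S100a1* and low *Ly6e*. In the control library, *S100a1* was highest in cluster C at 824 CPM (809 to 839), followed by J at 761 (591 to 965). *Marco* was at 458 CPM and *Ly6e* at 223 CPM in C, against 658 and 223 CPM in A.

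For tumor-bearing mice, the paper places the *Inhba*-high AMs in the clusters found preferentially in those mice. Here, clusters B and I held 51.1% of the tumor library *Inhba* UMIs and 54.2% of the 627 cells with at least 5 *Inhba* UMIs, while cluster C, at a weighted tumor share of 45.6%, held 31.1% and 30.8%.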

Other observations

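The tests of free RNA and misplaced cells for *Inhba* in shared clusters, of TAMs without the AM program, of monocyte-derived cells and of a shift of the whole library for cluster B, and of *Junb*, were chosen only after the result was seen. The matched comparisons and the test of index swapping were not.

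*Inhba* was higher in the tumor library within clusters A, C, D and F, which both libraries share. Free RNA from *Inhba*-rich cells would give cells of every kind a like level, and cluster E of the tumor library had only 21.3 CPM against 75.4 to 261 CPM in those 4 clusters. Cells of cluster B placed among them would carry its other abundant transcripts. The levels of *S100a6*, *S100a4* and *Apoe* allow at most 8.80% of B cells in any of the 4 clusters, while the rise of *Inhba* would need 30.2% in D, 48.8% in A and 50.3% in F, and in C no share is enough. A stronger dissociation and immediate early response is argued against as the whole cause. With cells matched by cluster and by quartile of that list, the log2 ratio was 1.12, against 1.23 matched by cluster alone, and *Inhba* was higher in the tumor library in 15 of 16 strata. Matched on the inflammatory list, the ratio was 1.13, with *Inhba* higher in 14 of 16 strata. A difference between library batches stays open and cannot be told apart from the tumor. The hypothesis that AMs of tumor-bearing mice raise *Inhba* in several AM clusters, and not only in those nearly absent from control lungs, may be examined with replicate animals.

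Cluster B had low *Marco* and high *S100a6* and came mostly from the tumor library. TAMs without the AM program carried over in the sort are argued against, since 99.8% (99.5 to 99.9) of its 2917 tumor library cells had at least 1000 CPM of the 13 AM genes not compared, against 14.3% (4.03 to 32.7) of 28 tumor library and 52.2% (30.6 to 73.2) of 23 control cells in cluster K. Since many control cells of K pass that limit, the levels decide more than the shares. The median cell had 13389 CPM of these genes in B and 18027 in A of the tumor library, against 281 and 1220 CPM in the tumor and control cells of K. Such sums lean on abundant genes, and *Chil3* alone was at 8709 CPM in B and 12097 in A. Other AM genes were lower in B to unequal degrees. *Cidec* was at 22.8 CPM in B and 377 in A, *Siglecf* at 58.3 and 157, and *Mrc1* at 668 and 904. The AM program was thus present in B but not kept in full. Index swapping would put tumor library barcodes among the 95 control cells of B. The share found in both libraries was 0% (0 of 95, which allows up to 3.16%) in B and 0.378% in A. A shift of the tumor library of equal size in every AM cluster is argued against by the unequal ratios that follow. A shift of unequal size cannot be told apart from a change in part of the cells. Within B, *S100a6* was at 1025 CPM in the 95 control cells and 1073 CPM in the tumor library cells. *Marco* was at 14.4 CPM (7.68 to 24.7) and 9.60 CPM in the same cells. Against 3.48 between the whole libraries, the log2 ratio of *S100a6* was 0.26 (−0.12 to 0.62) in F, 0.62 (0.35 to 0.89) in A, 0.77 (0.44 to 1.11) in D, 1.54 (1.37 to 1.71) in C, 1.92 (1.70 to 2.14) in E, 2.56 (1.97 to 3.18) in G and 3.04 (2.82 to 3.26) in H. That of *Marco*, −1.49 between the libraries, was −1.55 (−1.70 to −1.40) in H and −1.46 (−1.71 to −1.21) in G, and from −0.86 (−0.92 to −0.79, in A) to 0.29 (0.15 to 0.42, in F) in the other 5 clusters. The clusters thus went both ways, and cells were assigned to them by profile, which keeps a shift of unequal size open. Monocyte-derived cells that took on the AM program cannot be told apart from resident AMs with a changed program. The TAM list without *Fn1* was at 243 CPM in B and 23.2 CPM in A of the tumor library, and resident AMs could raise such genes too. No lineage label was measured here.

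*Junb* was higher in the tumor-enriched clusters than in the others of the tumor library. Whether this is part of a dissociation and immediate early response cannot be told apart from a regulation of *Junb* of its own. With the stress cluster D left out of the other clusters, 10 of 16 genes of the list were higher in the tumor-enriched clusters, and with D included 6 of 16 were, so the answer turns on that cluster.

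The marker and program lists gave these totals in CPM for the control and tumor libraries. AM genes were at 18799 (18765 to 18834) and 16430 (16399 to 16462) and TAM genes at 388 (383 to 393) and 1060 (1052 to 1068). Neutrophil genes were at 71.2 (69.1 to 73.3) and 124 (122 to 127), and dendritic cell genes at 11.6 (10.7 to 12.5) and 8.03 (7.35 to 8.76). T cell genes were at 1.84 (1.51 to 2.21) and 2.72 (2.33 to 3.16), NK cell genes at 1.72 (1.41 to 2.08) and 0.644 (0.462 to 0.874), and B cell genes at 3.62 (3.16 to 4.13) and 1.43 (1.15 to 1.76). Eosinophil genes had 3 UMIs and 1 UMI. Alveolar epithelium genes were at 121 (118 to 124) and 38.9 (37.4 to 40.5), endothelium genes at 7.15 (6.49 to 7.85) and 8.08 (7.39 to 8.81), and fibroblast genes at 0.787 (0.580 to 1.04) and 34.9 (33.4 to 36.4). Some of these totals rest on a single cluster. The 28 tumor library cells of K held 2090 of the 2219 fibroblast UMIs, 376 of the 514 endothelium UMIs, 139 of the 173 T cell UMIs, 61 of the 91 B cell UMIs and 29 of the 41 NK cell UMIs of that library. In the control library, cluster D held 84 of the 105 NK cell UMIs, and the 23 cells of K held 167 of the 221 B cell, 62 of the 112 T cell, 195 of the 436 endothelium and 32 of the 48 fibroblast UMIs. Cell cycle genes were at 448 (443 to 453) and 277 (272 to 281), interferon genes at 106 (104 to 109) and 416 (411 to 421), and dissociation and immediate early genes at 5778 (5759 to 5797) and 8885 (8861 to 8908). Hypoxia genes were at 667 (661 to 674) and 839 (832 to 847), MHC class II genes at 699 (693 to 706) and 590 (584 to 596), and inflammatory genes at 1680 (1670 to 1690) and 3091 (3077 to 3105).

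Of the other activin and inhibin subunit genes, *Inhbb* had 4 UMIs in control and 1 in tumor, a log2 ratio of −2.06 (−7.68 to 1.28), and *Inha* had 0 in both, which allows up to 0.0605 CPM in control and 0.0580 CPM in tumor as upper Poisson limits. *Fst*, which encodes follistatin, had 27 and 202 UMIs, a log2 ratio of 2.84 (2.26 to 3.48). *Csf2* had 0 UMIs in both libraries. *Ccr2* was at 4.51 CPM in control and 9.27 in tumor, a log2 ratio of 1.04 (0.83 to 1.25), *Cx3cr1* had a ratio of 0.60 (0.27 to 0.93), *Tgfb3*, with 13 and 8 UMIs, −0.76 (−2.24 to 0.62), and *Ly6c2*, with 10 and 117 UMIs, 3.49 (2.56 to 4.59). *Pparg* had a ratio of −0.10 (−0.15 to −0.06), *Mrc1* −0.26 (−0.28 to −0.24), *Siglecf* −0.42 (−0.47 to −0.37) and *Siglec1* 0.40 (0.30 to 0.50). *Tlr4* was at 0.16 (0.09 to 0.23), *Myd88* at −0.23 (−0.30 to −0.17), *Map3k7* at −0.07 (−0.16 to 0.02), *Mapk8* at 0.19 (0.08 to 0.30) and *Acvr1b* at 0.14 (0.05 to 0.24). Between the whole libraries, *S100a6* had a ratio of 3.48 (3.42 to 3.53), *Ly6e* 1.11 (1.08 to 1.13), *Cd63* 0.95 (0.93 to 0.97), *S100a1* −0.20 (−0.22 to −0.17), *Cd9* −0.26 (−0.27 to −0.25) and *Ear1* −0.84 (−0.86 to −0.81).

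The 10 genes with the largest ratios in the other direction were *Fabp1* at −1.98, *Syne2* at −1.66, *Cpne5* at −1.64, *Marco* at −1.49, *Krt19* at −1.31, *Acaa1b* at −1.24, *Serpinb1a* at −1.15, *Mmp12* at −1.06, *Perp* at −1.01 and *Wwtr1*, with 105 CPM in control and 52.4 in tumor. The control genes *Actb*, *Ptprc*, *Xist* and *Gapdh* had log2 ratios of −0.07, −0.11, −0.13 and −0.16, and all 4 stayed negative under both other scalings or cell sets.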
